A study of Arabidopsis thaliana with 6 samples. Its data were reported in "Spatial specificity of auxin responses coordinates wood formation" (2018).

How the data were processed

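RNA sequencing libraries were made from the second internodes of plants labelled as p35S:Myc-GR-bdl, 3 from mock-treated plants (Mock) and 3 from plants treated with 15 µM Dex (DEX) for 3 h. The growth protocol in the labels names wild type (Col-0) instead, whereas titles and source names give the transgenic line, which was taken as the genotype. Plants had grown for 3 weeks in short days with 8 h of light and then in long days with 16 h of light. According to the study's methods, the authors aligned single-end reads to the TAIR10 genome with CLC Genomics Workbench. Library preparation marked the strand, and whether the counting used it is not given in the sources used here. The labels describe RNA pooled from several samples, and the study describes replicates of several plants each. For each gene the deposited tables give counts, as total gene reads, unique gene reads, exon reads and intron reads. They also give RPKM values, which the authors computed from total exon reads, exon length and the library's total gene reads; the formula rebuilt every value to a relative difference under 1e-12. The exon length is in bases in the deposited tables and is blank for 6118 genes. A second line that the study compared with this one was not analysed here, and no library of plants without the transgene was analysed here (0 libraries).

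Each table had 33323 entries. Those without a gene name (5, of which 4 had reads) held between 0.093% and 0.135% of the reads per library and were left out, and 2 identifiers found on 2 entries each were summed, which left 33316 genes. Of these, 32828 matched the reference annotation, TAIR10.1, by identifier, and positions, strands, exons and gene types come from it. The tables hold no coordinates; exon lengths in them were within 10% of the reference for 53.5% of 26712 genes, with a median ratio of 0.913. Total gene reads per library ranged from 30601253 to 37812400, and between 96.4% and 96.9% of them were unique. Reads over introns made up 0.352% ± 0.0398 of the total in Mock and 0.352% ± 0.0312 in DEX (mean ± SD, n = 3 each). A count of 3 reads, the upper limit that 0 reads allows, equals 0.0773 to 0.0965 CPM in a single library, and 0.0289 CPM over a group of 3. Intervals and limits of this kind cover counting error only, because the reads carry no molecular identifiers. No pair of libraries of the same group was a duplicate: the chi-square per degree of freedom between replicates was 23.3 to 72.1.

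Total gene reads were compared between DEX and Mock with edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr, which left 19598 and removed 13718 holding 0.0298% of the reads, scaled by TMM and tested with the two-sided quasi-likelihood F test. The Benjamini-Hochberg adjustment ran over all kept genes, and a gene was called at an adjusted p below 0.05. The biological coefficient of variation was 15.8%. The standard error of a log2 fold change is its size divided by the square root of F. Expression is given as TMM-scaled CPM, mean ± SD of 3 libraries per group. A gene with 0 reads in one group is given as a lower bound against 3 reads over that group, and a gene with 1 to 3 reads as the ratio of counts with a 95% interval. List medians were the same with such genes set to their bound. In simulated data with the means and depths of these libraries (19484 genes tested, 50 genes changed at each size), the test recovered 28% of genes changed 1.5-fold, 70% of those changed 2-fold, 98% at 4-fold and 100% at 8-fold, and 13 calls, 8.07% of all, were false. The 200 changed genes were drawn from genes above a minimum read count. They were a far smaller share than the 11.9% of genes called in the data, so these rates do not carry over directly.

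Before the data were examined, 26 lists with 408 genes were fixed; 1 code that contradicted its symbol in the reference was dropped. The study and its supplementary list of picked genes had been read by then, so the lists were not blind to them. Those genes had been picked with the help of these libraries, and 66 of the 319 measured list genes were among them. None of the alternatives left them out, so the list p-values are not fully independent of earlier calls from these data. Lists with at least 3 measured genes were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. The alternatives were a correlation estimated from the residuals, ranks, and fry, whose directional p asks whether the genes of a list move on balance one way and does not compare them with other genes. The named genes followed a rule fixed at the same time: 24 genes of the study's text, the 6 largest falls and 6 largest rises among called genes with a mean of at least 1 CPM and no overlap between groups, and up to 4 called members of each list with the smallest adjusted p, or the most abundant member where none was called. The rule took 100 genes, of which 1 is not reported here. Further list members are named in the report where a count is small or to show members that did not pass, and these were chosen after their values were seen.

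The alternatives were other scalings (RLE, upper quartile, library totals), DESeq2 1.42.0, limma-voom, a filter of at least 1 read in all libraries together and one of at least 1 CPM in 3 libraries, unique reads, the replicate number as a block, and each library left out in turn. Other thresholds and limma on log2 RPKM with 1 or 0.1 added were tried for the number of changed genes only, not for single genes or lists. A fit without the ribosomal RNA genes was added after seeing the data. Hexamers were counted in the 500 bp upstream of annotated gene starts with Python 3.11.15, for 18969 of the tested genes. Other calculations used NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9.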

Results

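The series measured messenger RNA in the second internode of *Arabidopsis thaliana* inflorescence stems labelled as carrying the p35S:Myc-GR-bdl transgene. BODENLOS (BDL) is an AUX/IAA protein that binds AUXIN RESPONSE FACTORs and keeps them from activating transcription, and bdl is a form that auxin cannot send to degradation. Its fusion to the hormone-binding part of the glucocorticoid receptor (GR) holds it outside the nucleus until dexamethasone (Dex) is given. Plants of 15 to 20 cm were treated for 3 h with a mock solution or with 15 µM Dex, and 3 libraries were made from each group. The comparison of DEX with Mock asks which transcripts in the stem changed shortly after auxin signalling was blocked. Total gene reads came to 30601253, 33062010 and 37812400 in Mock libraries 1, 2 and 3, and to 37492246, 31435470 and 37751145 in DEX libraries 1, 2 and 3. In a principal component analysis the first component held 63.5% of the variance and had all 3 DEX libraries on one side of all 3 Mock libraries. The share of reads on the 4 annotated ribosomal RNA genes was 0.369% ± 0.198 in Mock and 0.141% ± 0.0224 in DEX (mean ± SD, n = 3 each). All 3 Mock shares were above all 3 DEX shares (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allows).

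After Dex, 18 of 24 AUX/IAA genes, 10 of 17 auxin transport genes and 11 of 22 xylem identity genes fell. JAZ genes and the gibberellin-inactivating *GA2OX2* were among those that rose. The calls of these lists were lost with an estimated correlation (adjusted p = 0.116 for the AUX/IAA and xylem lists and 0.15 for transport). Of 19598 genes tested, 1077 fell and 1250 rose, together 11.9% of the genes. Which direction prevailed depended on the processing. With library totals in place of scaling factors, 1278 genes fell and 1016 rose. Upper-quartile factors gave 1201 and 1110. Without Mock library 2 the counts were 690 and 615. A change of at least 2-fold was seen in 591 of the genes that fell and in 575 of those that rose, and a change of at least 8-fold in 102 and 45. The median log2 fold change over all tested genes was -0.0076. In every one of the 2327 changed genes the 3 DEX values lay on one side of the 3 Mock values, as did 28.3% of all tested genes against 10% by chance. *BDL* itself (AT1G04550, chromosome 1, 1240294 to 1242157, plus strand) was read at 1502 ± 473 CPM in Mock and 1461 ± 263 CPM in DEX (mean ± SD, n = 3 each), rank 48 of the 19598 genes. Its log2 fold change of -0.04 ± 0.25 (± SE) lay within the spread between replicates (edgeR adjusted p = 0.952). The reads of the endogenous gene and of the transgene were not separated. Calls were made with the quasi-likelihood test of edgeR at an adjusted p below 0.05. With 1 library left out, the count was lowest without Mock library 2, where 1305 genes changed, 1290 of them also among the 2327. On the second principal component Mock 2 lay at -1.07, between Mock 1 at 27.6 and Mock 3 at -24.9. Leaving it out thus kept the 2 Mock libraries furthest apart there, and the cause of the lower count was not tested.

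**Figure D1:**
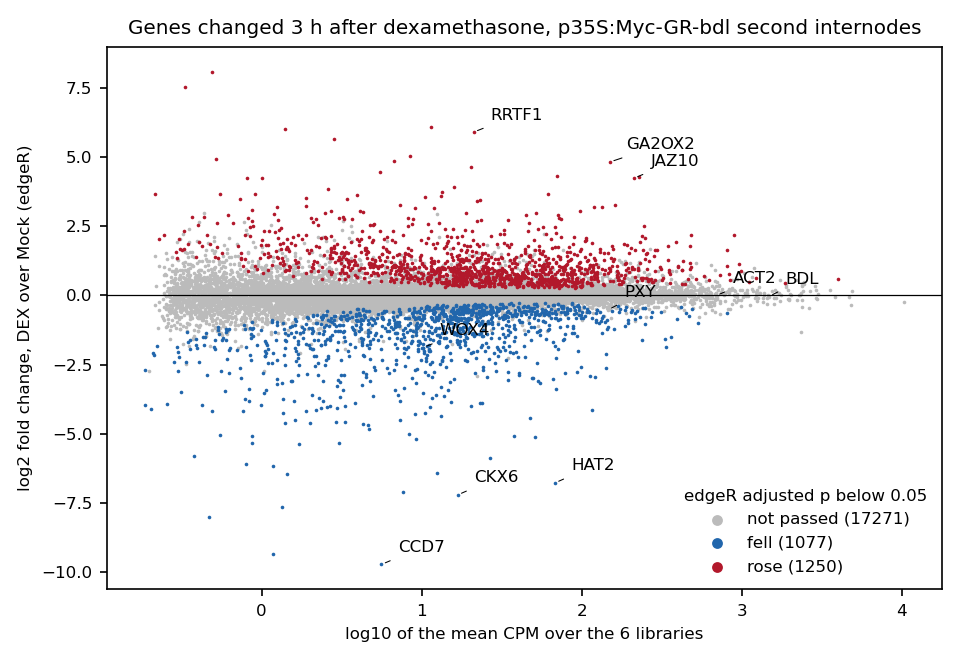
Each point is a tested gene, with the log10 of its mean CPM (counts scaled by library size) over the 6 libraries on the x axis and its fitted log2 fold change of DEX over Mock on the y axis. Blue genes fell (1077), red genes rose (1250) and grey genes did not pass. Fitted values of genes with 3 reads or fewer in a group, such as *CCD7*, are not bounds, while *HAT2* lies at -6.78, *GA2OX2* at 4.82, and *BDL* and *ACT2* lie near 0.

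The largest falls and rises were ranked only among called genes with a mean of at least 1 CPM and no overlap between groups. Among the 6 genes with the largest fitted falls, *CCD7* (AT2G44990), which encodes a strigolactone synthesis enzyme, went from 1180 reads over the 3 Mock libraries to 1 read over the 3 DEX libraries, a ratio of 1179.9 (95% counting interval 211 to 46642). *RTFL19* (AT3G02493), which encodes a small peptide, had 239 reads in Mock and 0 in DEX, so that it was at least 81.6-fold lower with the floor set at 3 reads over the DEX group. Its place among the 6 rests on a fitted value over 0 reads, and this bound is below the ratio of 99.3 for *GA3OX1*. *IAA20* (AT2G46990), an AUX/IAA gene without the degradation signal, had 283 reads in Mock and 1 in DEX, a ratio of 283 (95% counting interval 50.4 to 11216). *CKX6* (AT3G63440), which codes for a cytokinin oxidase, fell from 33.4 ± 6.85 CPM in Mock to 0.22 ± 0.0506 CPM in DEX; only 16.3% of its reads were unique to one place, and its position overlaps AT3G63445. The other two were AT3G28420, with a log2 fold change of -7.11 ± 0.35, and *HAT2* (AT5G47370, chromosome 5, 19216271 to 19218007, minus strand), an auxin-induced HD-ZIP gene that fell from 135 ± 9.84 CPM in Mock to 1.22 ± 0.0948 CPM in DEX. The 6 largest rises were in *Rap2.6L* (AT5G13330) at 6.08 ± 0.72, AT2G22760 at 6.03 ± 0.69, *RRTF1* (AT4G34410) at 5.90 ± 0.34, *DAD1* (AT2G44810) at 5.64 ± 1.11, AT1G12540 at 5.05 ± 0.81 and *MAPKKK19* (AT5G67080) at 4.85 ± 0.46. *Rap2.6L* and *RRTF1* encode AP2/ERF transcription factors and *DAD1* a lipase of jasmonate synthesis. AT2G22760 had only 4 reads over the Mock group and 283 over the DEX group, so the size of its rise is uncertain. *DAD1* had only 11 reads over the Mock group, and its edgeR adjusted p of 0.0164 became 0.0702 without Mock library 2 (range over 16 fits to counts 0.000246 to 0.0702).

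Of 24 AUX/IAA genes measured, 18 fell and 3 rose, at a median log2 fold change of -2.25 (camera adjusted p = 4.84e-14, and adjusted p = 0.116 with an estimated correlation), with 19 and 3 adjusted over the list alone. *IAA2* (AT3G23030) fell from 219 ± 60.8 CPM in Mock to 12.5 ± 1.40 CPM in DEX, and *IAA4*, *IAA13* and *IAA30* had log2 fold changes of -3.06 ± 0.12, -2.80 ± 0.13 and -4.82 ± 0.20. The members that rose were *IAA18*, *IAA26* and *IAA28*. Of 15 SAUR genes, which are rapidly induced by auxin, 7 fell and 4 rose (camera adjusted p = 0.0199, and adjusted p = 0.15 with an estimated correlation), with 8 and 4 adjusted over the list alone. *SAUR16*, *SAUR50* and *SAUR41* fell (-3.83 ± 0.32, -3.80 ± 0.29 and -1.06 ± 0.15), whereas *SAUR53* rose (1.56 ± 0.17). The SAUR call was lost with library totals in place of scaling factors (camera adjusted p = 0.0837), with the stricter count filter (0.09) and with ranks (0.0528), in a range of 9.05e-06 to 0.15 over 19 alternatives. Among 5 GH3 genes, whose products conjugate auxin to amino acids, 2 fell and 1 rose, the same counts as adjusted over the list alone (camera adjusted p = 0.0516). The GH3 list was called with RLE factors (camera adjusted p = 0.0476), with DESeq2 (0.0135), without Mock 1 (0.0495) and without Mock 3 (0.0302). Its adjusted p over 19 alternatives ran from 0.000693, which fry gave, to 0.2, and the lowest from camera was the 0.0135 with DESeq2. *GH3.3* (AT2G23170) had 241 reads in Mock and 3 in DEX, a ratio of 80.3 (95% counting interval 27.2 to 392), and *GH3.9* fell (-1.79 ± 0.12). *GH3.5* had a log2 fold change of 1.02 ± 0.26 and an edgeR adjusted p of 0.0426, which became 0.0863 to 0.125 when any one library other than DEX 1 was left out (range over 16 fits to counts 0.00159 to 0.125). With all libraries the *GH3.5* call was also lost with upper-quartile factors (edgeR adjusted p = 0.0518), library totals (0.0586) and limma-voom (limma adjusted p = 0.0757). Of these members, 11 AUX/IAA, 4 SAUR and 1 GH3 gene were among the genes the study had picked with the help of these libraries, so their direction is not independent evidence.

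Of 9 auxin-response transcription factors, 5 fell and 2 rose (camera adjusted p = 0.000291, and adjusted p = 0.116 with an estimated correlation), with 7 and 2 adjusted over the list alone. *TMO6* and *ANT*, which encodes a growth-promoting AP2 factor, fell (-1.96 ± 0.08 and -2.22 ± 0.19), and the shade-responsive *ATHB2* rose (1.80 ± 0.22). Of 17 auxin transport genes, 10 fell and 1, *LAX3*, rose (camera adjusted p = 3.23e-06, and adjusted p = 0.15 with an estimated correlation), with 13 and 3 adjusted over the list alone. The auxin exporter genes *PIN3* (AT1G70940, chromosome 1, 26742940 to 26746469, plus strand) and *PIN4* fell (-3.90 ± 0.18 and -3.98 ± 0.29), and the importer gene *AUX1* fell from 363 ± 50.1 CPM in Mock to 117 ± 6.61 CPM in DEX. Only 2 auxin synthesis genes were measured, too few for a test of the list, and neither passed; *TAR2* had a log2 fold change of -0.09 ± 0.23. Among 21 ARF and auxin receptor genes, 5 fell and 3 rose, the same counts as adjusted over the list alone, and the list did not pass (camera adjusted p = 0.183). It did with DESeq2 (camera adjusted p = 0.0442, the lowest from camera) and with fry (adjusted p = 0.0115). The highest of the 19 alternatives was 0.412. *ARF4*, *ARF10*, *ARF19* and the receptor gene *AFB1* fell (-1.15 ± 0.12, -1.60 ± 0.18, -1.06 ± 0.10 and -1.76 ± 0.14), while *ARF3* rose (0.56 ± 0.08). *ARF5* (AT1G19850, chromosome 1, 6886669 to 6891404, plus strand) fell from 33.5 ± 6.91 CPM in Mock to 16.0 ± 4.28 CPM in DEX, with an edgeR adjusted p of 0.0207 that became 0.054 to 0.0754 without Mock 1, Mock 2 or DEX 2 (range over 16 fits to counts 7.37e-05 to 0.0754). Members picked by the study with the help of these libraries numbered 2 among the factors, 3 among the transport genes and 1 among the ARF and receptor genes.

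Among regulators of the cambium, the stem cell tissue that makes wood and bast, 6 of 19 fell and 2 rose (camera adjusted p = 0.00177, and adjusted p = 0.116 with an estimated correlation), with 9 and 2 adjusted over the list alone and 3 of the 19 picked by the study. *WOX4* (AT1G46480, chromosome 1, 17236524 to 17238185, minus strand, up to 3 exons), which encodes a homeodomain factor that promotes cambium activity, fell from 16.0 ± 2.33 CPM in Mock to 4.33 ± 0.745 CPM in DEX, a log2 fold change of -1.89 ± 0.17 (edgeR adjusted p = 0.000493). *PXY* (AT5G61480, chromosome 5, 24724337 to 24728244, minus strand), the receptor kinase gene used as a cambium stem cell marker, went from 172 ± 23.4 CPM in Mock to 119.8 ± 33.2 CPM in DEX. Its log2 fold change of -0.52 ± 0.21 did not pass (edgeR adjusted p = 0.189), although all 3 DEX values were below all 3 Mock values. *PXY* did pass in the fit with the replicate number as a block. The receptor kinase gene *RUL1* (AT5G05160) fell to 7.04 ± 0.764 CPM from 14.9 ± 0.473 CPM, and *LBD4* and *PEAR1* fell by 2.88 and 1.73 on the log2 scale. *MOL1*, *CLE41*, *CLE42* and *CLE44* did not pass, with log2 fold changes of 0.06 ± 0.13, 0.15 ± 0.11, -0.75 ± 0.26 and 0.04 ± 0.13. Those of *MOL1* and *CLE44* became -0.01 and -0.03 with library totals alone. For *CLE42*, with 167 reads over the Mock group and 101 over the DEX group, all 3 DEX values were below all 3 Mock values. The members that rose were *LBD1* and *PEAR2*.

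Of 22 xylem identity genes, 11 fell and 2 rose (camera adjusted p = 3.23e-06, and adjusted p = 0.116 with an estimated correlation), with 12 and 2 adjusted over the list alone and 10 of the 22 picked by the study. *ATHB8* (AT4G32880, chromosome 4, 15863339 to 15868650, minus strand), an HD-ZIP III gene marking procambium, fell from 114 ± 2.94 CPM in Mock to 23.5 ± 2.81 CPM in DEX, and its relative *REV* fell by 1.32 on the log2 scale. *TMO5* (AT3G25710), whose bHLH product drives vascular cell divisions, fell from 17.4 ± 1.80 CPM in Mock to 0.888 ± 0.369 CPM in DEX. *ACL5* and *BUD2*, both needed for thermospermine synthesis, had log2 fold changes of -2.58 ± 0.17 and -4.50 ± 0.17. *SACL3* had a log2 fold change of -0.48 ± 0.09, but only 7.04% of its reads were unique, and its edgeR adjusted p of 0.0129 became 0.0518 with unique reads alone and 0.0618 without Mock 2 (range 0.000356 to 0.0618). The members that rose were *VND6* and *XND1*, the latter a repressor of xylem differentiation. Among 26 secondary cell wall genes, 2 fell and 1 rose, the same counts as adjusted over the list alone (camera adjusted p = 0.815). *NST3* fell (-0.81 ± 0.14) and *NST1* rose (0.68 ± 0.12); both encode NAC factors that switch on fibre wall formation. *XCP2*, a xylem protease gene, had a log2 fold change of -0.60 ± 0.11 and an edgeR adjusted p of 0.0131, which became 0.0541 to 0.0626 without Mock 2 or DEX 2 (range over 16 fits to counts 2.32e-05 to 0.0626). The cellulose synthase genes *CESA4*, *CESA7* and *CESA8* had values of -0.11, -0.02 and -0.06 and did not pass.

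**Figure D2:**
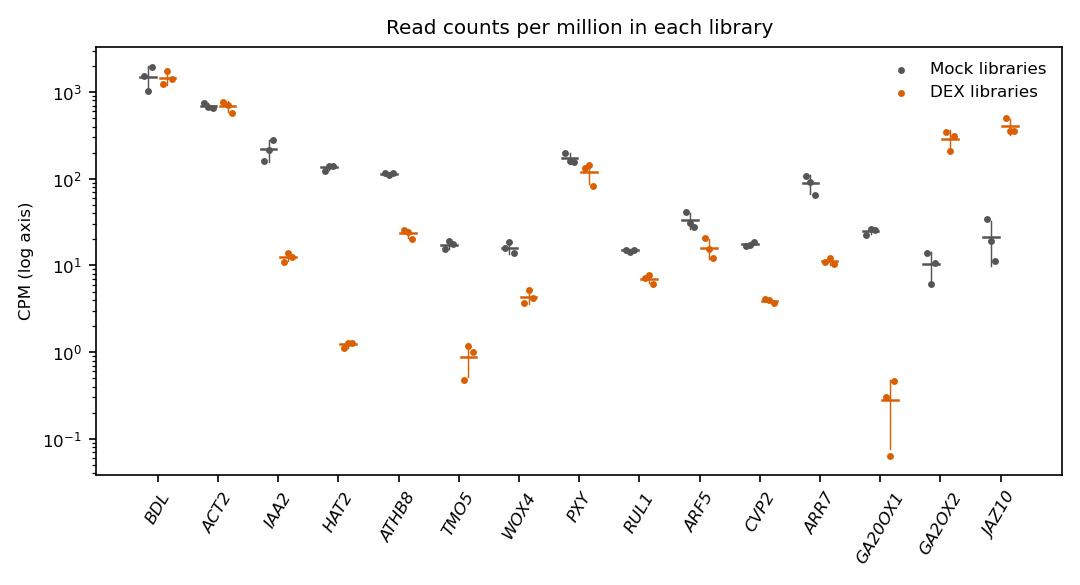
CPM (log axis) of 15 genes in each of the 3 Mock libraries (grey) and 3 DEX libraries (orange); horizontal bars are means and vertical bars 1 SD. *BDL* and *ACT2* overlap between the groups, *WOX4* goes from a mean of 16.0 to 4.33 and *PXY*, which did not pass, from 172 to 119.8.

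Of 21 phloem genes, 9 fell and 2 rose (camera adjusted p = 0.000291, and adjusted p = 0.15 with an estimated correlation), with 11 and 4 adjusted over the list alone and 8 of the 21 picked by the study. *CLE25* (AT3G28455), which encodes a phloem peptide signal, fell from 8.27 ± 0.2 CPM in Mock to 0.327 ± 0.0246 CPM in DEX. *BAM3*, a receptor kinase gene of early sieve elements, and *SMXL5* fell (-2.75 ± 0.12 and -2.30 ± 0.18). *CVP2* (AT1G05470), a phosphoinositide phosphatase gene of vein formation, fell from 17.7 ± 0.872 CPM in Mock to 3.93 ± 0.185 CPM in DEX. Its relative *CVL1* had a log2 fold change of -0.52 ± 0.11, with an edgeR adjusted p of 0.0196 that became 0.0581 to 0.0848 without Mock 2, Mock 3 or DEX 1 (range over 16 fits to counts 0.0021 to 0.0848). Both *CALS7* and the sugar exporter gene *SWEET12* rose. Of 9 genes for expansins, which loosen cell walls, 5 fell and none rose (camera adjusted p = 0.00862, and adjusted p = 0.234 with an estimated correlation), with 6 and 1 adjusted over the list alone and 3 of the 9 picked by the study. *EXPA4* fell from 201 ± 16.7 CPM in Mock to 87.5 ± 13.8 CPM in DEX. *EXPA6*, *EXPA10* and *EXPB3* had log2 fold changes of -0.70 ± 0.16, -1.22 ± 0.29 and -0.70 ± 0.15, with calls that single libraries could end. For *EXPA6* the edgeR adjusted p of 0.0319 became 0.069 to 0.0986 without any one library other than DEX 2 (range over 16 fits to counts 0.00169 to 0.0986). For *EXPA10* it was 0.0342, and 0.0658 to 0.127 without Mock 1, Mock 2 or DEX 2 (range 0.000352 to 0.127). For *EXPB3* it was 0.0268, and 0.059 to 0.0805 without Mock 1, Mock 3 or DEX 1 (range 0.000977 to 0.0805). Among 10 XTH genes, which encode xyloglucan-modifying enzymes, 2 fell and 1 rose, the same counts as adjusted over the list alone (camera adjusted p = 0.185; 2 of the 10 had been picked by the study). *XTH28* fell (-1.30 ± 0.08) and *XTH24* rose (0.91 ± 0.15), while *XTH9* (-0.82 ± 0.21) had an edgeR adjusted p of 0.0443 that became 0.0842 to 0.138 without Mock 1, Mock 2, DEX 2 or DEX 3 (range over 16 fits to counts 0.000167 to 0.138).

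Genes of other hormone pathways changed in both directions. Type-A response regulators, which are induced by cytokinin and dampen its signal, fell in 3 of 7 cases and rose in none (camera adjusted p = 0.0199, and adjusted p = 0.216 with an estimated correlation), with 4 and 0 adjusted over the list alone and 2 of the 7 picked by the study. *ARR7* fell from 88.2 ± 21.8 CPM in Mock to 11.2 ± 0.958 CPM in DEX, and *ARR8* and *ARR9* had log2 fold changes of -1.42 ± 0.15 and -3.13 ± 0.21; the call of this list was lost with ranks (camera adjusted p = 0.182, the range over 19 alternatives being 1.04e-06 to 0.216). Of 12 cytokinin metabolism genes, 4 fell and 5 rose (5 and 5 adjusted over the list alone; 5 of the 12 had been picked by the study), and the list did not pass (camera adjusted p = 0.815). *CYP735A2*, whose product acts in trans-zeatin synthesis, rose from 13.1 ± 2.28 CPM in Mock to 80.7 ± 12.7 CPM in DEX, and *IPT3* and the oxidase gene *CKX7* rose as well (1.33 ± 0.18 and 1.84 ± 0.11). Those that fell were *CKX6*, *LOG1*, *LOG5* and *LOG8*. In this list the median (-0.02) and the mean (-0.31) were below 0 while the camera statistic pointed up. Among 10 gibberellin genes, 3 fell and 3 rose (3 and 4 adjusted over the list alone; 4 of the 10 had been picked by the study), and the list did not pass (camera adjusted p = 0.84). Its median of 0.12 and mean of -0.84 differed in sign. *GA20OX1* (AT4G25420) and *GA3OX1* (AT1G15550) code for enzymes that make active gibberellin. *GA20OX1* fell from 24.7 ± 1.95 CPM in Mock to 0.278 ± 0.201 CPM in DEX, and *GA3OX1* went from 298 reads in Mock to 3 in DEX, a ratio of 99.3 (95% counting interval 33.7 to 484). *GA2OX2* (AT1G30040), whose product inactivates gibberellin, rose from 10.3 ± 3.86 CPM in Mock to 290.3 ± 70.1 CPM in DEX, and the receptor gene *GID1A* rose by 0.98 on the log2 scale.

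Of 7 brassinosteroid metabolism genes, 1 fell and 3 rose (camera adjusted p = 0.0403, and adjusted p = 0.192 with an estimated correlation), with 1 and 4 adjusted over the list alone and 2 of the 7 picked by the study. The synthesis genes *BR6OX2*, *ROT3* and *DET2* rose (1.85 ± 0.26, 0.79 ± 0.10 and 0.59 ± 0.10), and *BAS1*, which encodes an inactivating enzyme, fell (-2.07 ± 0.24). Settings that ended this call included leaving out Mock 2 (0.0571), Mock 3 (0.0613) or DEX 1 (0.111), using no count filter (0.0865) and using ranks (0.0528), all given as camera adjusted p. Over 19 alternatives the adjusted p ran from 0.0143, which fry gave, to 0.192. Of the ACC synthase genes of ethylene production only 2 were measured and neither passed, *ACS6* having a log2 fold change of -0.80 ± 0.32; adjusted over the list alone, 1 fell and 1 rose. Among 19 genes of the touch, wounding and heat list, 5 rose and 1, *ERF5*, fell, the same counts as adjusted over the list alone (camera adjusted p = 0.0403, and adjusted p = 0.184 with an estimated correlation). All 5 that rose encode JAZ proteins, repressors that jasmonate induces: *JAZ1*, *JAZ5*, *JAZ7*, *JAZ8* and *JAZ10*. *JAZ10* (AT5G13220) rose from 21.4 ± 11.6 CPM in Mock to 403 ± 81.9 CPM in DEX, and *JAZ5*, *JAZ7* and *JAZ8* had log2 fold changes of 2.07 ± 0.34, 4.65 ± 0.28 and 3.27 ± 0.26. The touch genes *TCH2* and *TCH3* (0.21 and -0.30) and the heat shock gene *HSP101* (-0.46) did not pass. The call of this list was lost without Mock 1 (camera adjusted p = 0.0711), without DEX 3 (0.129) and with ranks (0.182). Its adjusted p over 19 alternatives ran from 0.000461, which fry gave, to 0.184.

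Cell cycle genes did not pass as a list (camera adjusted p = 0.234): 3 of 18 fell and 2 rose (4 and 3 adjusted over the list alone; 3 of the 18 had been picked by the study). The D-type cyclin genes *CYCD4;1* and *CYCD6;1* fell (-1.19 ± 0.22 and -2.43 ± 0.36) and the cyclin-dependent kinase inhibitor gene *KRP1* rose (0.97 ± 0.13). *CYCD3;3* had a log2 fold change of 0.60 ± 0.14 and an edgeR adjusted p of 0.0309, which became 0.0581 to 0.124 without any one Mock library or without DEX 2 (range over 16 fits to counts 0.00381 to 0.124). Library totals in place of scaling factors ended this call too. The mitotic cyclin gene *CYCB1;1* stood at 0.00083 and did not pass. Among markers of other stem tissues, none of 8 epidermis genes (camera adjusted p = 0.46) and none of 10 photosynthetic genes (0.0859) passed, with *CER6* at 0.07 ± 0.09 and *RBCS1A* at -0.18 ± 0.16. The photosynthetic list had a median of -0.26 and was called without Mock 3 (camera adjusted p = 0.0134), without DEX 3 (0.00941) and with ranks (0.0284), in a range of 0.00941 to 0.623 over 19 alternatives. Of 6 starch sheath genes, 2 fell, *SHR* (-0.86 ± 0.13) and *SCL3* (-1.48 ± 0.25), both encoding GRAS factors (camera adjusted p = 0.108), with 3 and 1 adjusted over the list alone and 2 of the 6 picked by the study. Floral organ genes were near the floor: 2 were measured, and *SEP1*, with 9 reads over the Mock group and 38 over the DEX group, had an edgeR adjusted p of 0.0169 that became 0.0548 to 0.0779 without any one Mock library or without DEX 2 (range 0.0166 to 0.0779). None of 10 clock genes (camera adjusted p = 0.718) and none of 8 reference genes (0.84) passed, and *GI*, *UBQ10*, *ACT2* and *EIF4A1* had log2 fold changes of -0.05 ± 0.09, 0.08 ± 0.15, -0.02 ± 0.13 and -0.05 ± 0.12. For the epidermis, photosynthetic, floral, clock and reference lists the counts adjusted over the list alone were the same.

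**Figure D3:**
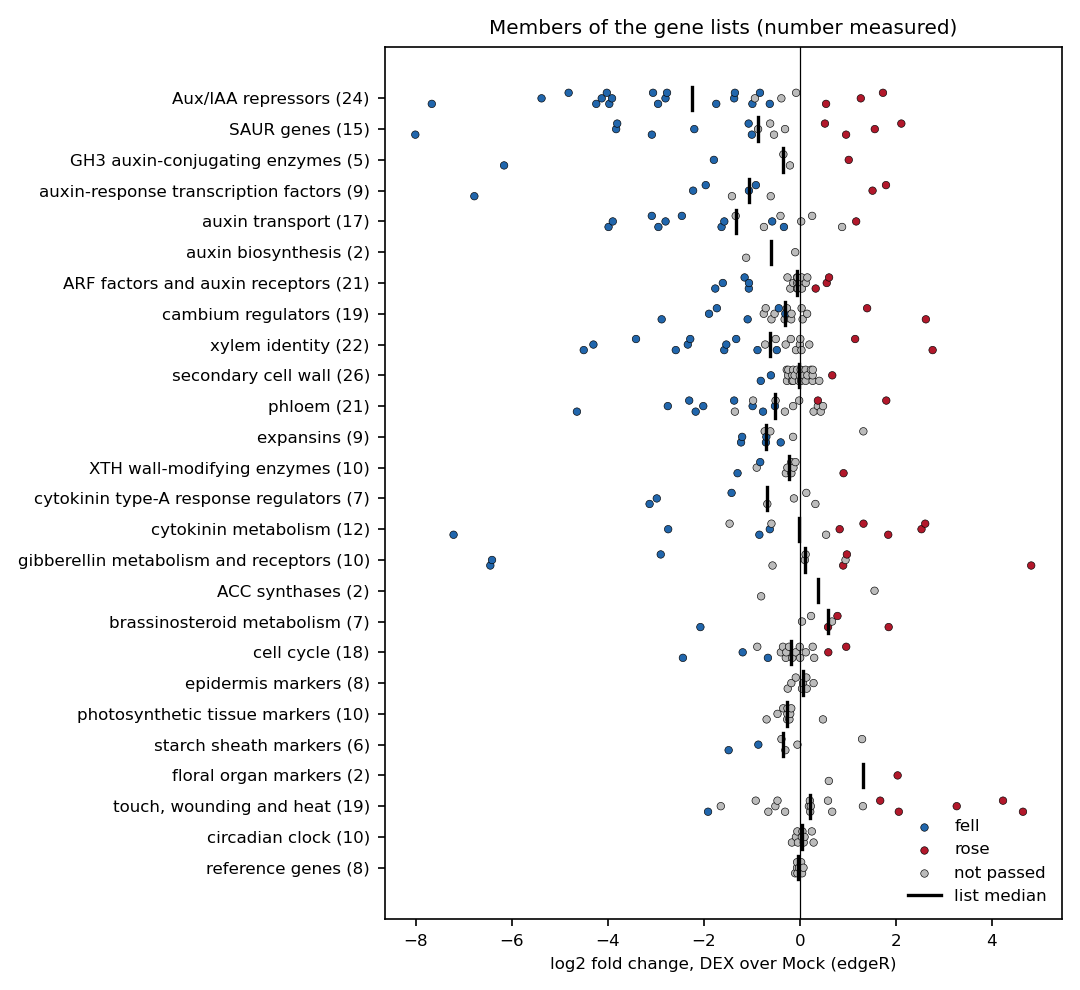
Fitted log2 fold change of DEX over Mock (x axis) of each measured member of the 26 gene lists (y axis, number measured in parentheses); blue members fell, red members rose, grey members did not pass, and black bars are list medians. The AUX/IAA median lies at -2.25 and that of the xylem identity genes at -0.61, whereas the medians of the clock and reference genes lie at 0.05 and -0.03.

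Over all 26 lists, 319 genes were measured, of which 99 fell and 41 rose, and 66 of the 319 had been picked by the study with the help of these libraries. With at least 3 measured genes, 23 lists were tested, and camera at its preset correlation called 9 lower and 2 higher in DEX. None of the 11 calls held with a correlation estimated from the residuals, where their adjusted p lay between 0.116 and 0.234. For the SAUR, auxin-response factor, cambium, brassinosteroid and touch lists the estimated correlation (-0.045, -0.061, 0.0021, 0.0041 and -0.038) was below the preset 0.01. The loss of these calls therefore does not show that correlation between genes undid them. This version of camera also takes its degrees of freedom from the residuals, which are few with 3 libraries per group. The difference in ribosomal RNA share between the groups ran alongside all of these lists, and without the 4 ribosomal RNA genes, a setting chosen after seeing the data, 2326 genes changed.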

Values the study reported

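The study chose 3 h of Dex treatment from a time course of transcript levels that included *ATHB8*. It reported 600 genes whose transcript levels were altered both in this line and in a line with an inducible, truncated ARF5. Of these, 312 genes went up with the truncated ARF5 and down with bdl. A further 144 genes (24%) moved the same way in both lines, 73 of them upward and 71 downward. Of the 144 genes, 11 had also been found to change while the interfascicular cambium forms, *WOX4* among them.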

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

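Intron reads, which the comparison of gene reads does not single out, differed between the groups. Totals per library ranged from 94166 to 140321 intron reads, and 2683 genes had enough of them to be tested with edgeR. Intron reads of 138 genes rose in DEX and those of 60 genes fell, with n = 3 libraries per group. Of these 198 genes, 169 were also called from their gene reads, all 169 in the same direction, and 29 were called from intron reads alone. In *BGLU18* (AT1G52400), a beta-glucosidase gene picked after its values were seen, intron reads rose with a log2 fold change of 3.21 (edgeR adjusted p = 9.38e-05), from 23, 9 and 12 reads in Mock to 159, 165 and 106 in DEX, while gene reads had a log2 fold change of 0.66 (edgeR adjusted p = 0.456). In AT3G45160, picked in the same way, intron reads had a log2 fold change of -3.72 and gene reads one of -0.85. Whether intron and gene reads differed in response was not tested.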

How the results depend on the processing

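Of the 86 named genes that passed, 74 kept their direction and side of the threshold under all 16 other fits to counts, and 83 under those with all libraries; the others were *SACL3*, *GH3.5* and *CYCD3;3*. Other thresholds and log2 RPKM are not in this count: an adjusted p below 0.01 would by construction end further calls, such as those of *NST1* (0.0112) and *CYCD4;1* (0.0124), and 2-fold those of *ARF3*, *DET2* and *ROT3*. Between 55.4% (without Mock 2) and 99.96% (replicate block) of the 2327 changed genes were shared with each alternative fit, none in the opposite direction. The number of changed genes was 3980 with the replicate number as a block (genes that fell 1722, genes that rose 2258). Whether equal numbers mark paired samples is not stated. Residual correlations within a number were 0.516, 0.0188 and 0.506, and 4 of 6 samples correlated best with their own number. The second principal component (20.4% of the variance) ran in order of number in both groups. Libraries 1, 2 and 3 lay at 27.6, -1.07 and -24.9 in Mock and at 27.5, 8.14 and -37.3 in DEX. The low correlation of number 2, in the middle of both groups, therefore does not speak against pairing. What caused this order was not tested. With this block *PXY* and *ACS6* passed as well (adjusted p = 0.0301 and 0.0121), and the brassinosteroid list did not (adjusted p = 0.0601). The number was 4558 (2120 and 2438) at an unadjusted p below 0.05, 1156 (601 and 555) at an adjusted p below 0.01 and 1166 (591 and 575) with a change of at least 2-fold, the thresholds themselves being the cause. With limma on log2 RPKM, 753 genes rose and 1131 fell with 1 added, and 744 rose and 1044 fell with 0.1 added, so that falls outnumbered rises; the cause was not tested. With 1 library left out, 1305 to 2198 genes changed, 690 to 1000 fell and 615 to 1198 rose, fewer samples being tested. DESeq2 gave 2988 genes, the other scalings 2294 to 2340 and the filters 2240 and 2361. Of the lists, 0 passed with an estimated correlation, 15 with fry and 8 with ranks; the GH3, ARF and receptor, XTH and starch sheath lists passed with fry (adjusted p = 0.000693, 0.0115, 0.0144 and 0.0057). Lists that turned direction had not passed either way, and the cause was not tested: cytokinin metabolism with fry (adjusted p = 0.226), and gibberellin genes with DESeq2 (0.998), no filter (0.666), fry (0.22) and left-out libraries (0.616 to 0.973). Secondary cell wall turned without DEX 1 and without DEX 3 (camera adjusted p = 0.57 and 0.917), and the clock and reference genes turned with left-out libraries too. Over all 6 left-out fits, including those that kept the direction, secondary cell wall gave 0.158 to 0.973, the clock 0.268 to 0.807 and reference genes 0.595 to 0.9004. The range given for gibberellin genes with left-out libraries also covers all 6. Genes that turned direction had not passed either: *BDL* with limma-voom (log2 fold change 0.0015), *MOL1*, *CLE44* and *CER6* with library totals (-0.0101, -0.0304 and -0.00052) and *CLE44* with upper quartiles (-0.00094). With left-out libraries the ranges were -0.26 to 0.20 for *BDL*, -0.0144 to 0.17 for *MOL1*, -0.0299 to 0.11 for *CLE44*, -0.10 to 0.0963 for *ACT2*, -0.12 to 0.0257 for *EIF4A1*, -0.25 to 0.0247 for *TAR2* and -0.0143 to 0.21 for *UBQ10*. Depth limits genes such as *SEP1*, read 9 times over the Mock group.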

Other observations

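The 5 lists of the next paragraph, the splits of the libraries and the tests on touch, wound and clock genes were chosen after the results were seen, whereas the length test and the hexamer tests were written down before their results, the G-box one after the rise of jasmonate genes had been seen.

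The 5 lists include genes whose changes prompted them, so their counts are given without a test. Of 13 jasmonate synthesis genes, 10 rose and none fell, and of 19 jasmonate response genes, 14 rose and none fell. *LOX4*, *AOS* and *OPR3*, which encode steps of jasmonate synthesis, had log2 fold changes of 3.45 ± 0.27, 1.25 ± 0.18 and 1.25 ± 0.15, and *MYC2*, the main jasmonate transcription factor, one of 2.19 ± 0.14. Of 10 strigolactone genes, 6 fell and 1 rose. Those that fell included *D27* (-2.83 ± 0.33), *CCD8* (-5.09 ± 0.32) and *LBO* (-3.06 ± 0.38). *SMXL7* and *SMXL8* fell as well (-0.55 ± 0.11 and -3.03 ± 0.13), whereas *SMXL6* was the gene that rose (0.86 ± 0.18). *MAX1*, *MAX2* and *D14* did not pass. Abscisic acid receptor genes fell in 5 of 9 cases and rose in 1, with *PYL4* at -2.78 ± 0.14 and *PYL7*, which rose, at 0.88 ± 0.20. Only 55.8% of the *PYL7* reads were unique. Of 9 indole glucosinolate genes, 6 rose and none fell, including *CYP79B3* (2.02 ± 0.27) and *MYB34* (3.57 ± 0.67).

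The 6 libraries can be split 3 against 3 in 10 ways, too few for a share under 0.05. The real split gave 2327 genes and the highest of the others 0; only 1 split, the real one, reached its count. For the lists the real split gave 11 and the highest of the others 7, again 1 split. Each of the other splits mixes DEX and Mock libraries, which puts the difference between DEX and Mock into the spread within groups. They are therefore no measure of chance, and no conclusion is drawn from them. The lower share of ribosomal RNA in DEX raised the question of RNA breakdown, which would tie fold changes to gene length. The median log2 fold change of the quartile of longest genes minus that of the quartile of shortest genes was -0.073 (95% bootstrap interval -0.083 to -0.065, 9504 genes). This was under the bound of 0.1 set for no effect, which argues against a larger shift with length across these genes, although the interval did not include 0. Called and uncalled genes were pooled, so the value does not show whether the 2327 changed genes are tied to length. The interval comes from resampling genes and does not cover the spread between libraries.

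Of 32 jasmonate genes, 24 rose (19 without Mock 2 and 27 with the replicate number as a block), at a median log2 fold change of 1.47. As a cause of this rise, harvest at another time of day was weighed with the 10 clock genes. Their median absolute log2 fold change was 0.081 (95% bootstrap interval 0.049 to 0.17). None of them passed and their log2 fold changes lay between -0.16 and 0.29, which argues against it. This interval and the next come from resampling genes, and do not cover the spread between the 3 libraries of a group. Uneven touch or wounding stays open: the median of 8 touch and wound genes outside the pathway was -0.047 (95% bootstrap interval -0.92 to 0.59), and the upper end was not below the bound of 0.5. An effect of Dex without the bdl protein stays open too, since 0 libraries of plants without the transgene were analysed here. A block of auxin signalling may raise jasmonate genes, a hypothesis that these data leave untested. Some jasmonate genes also differed between libraries of the same group. *LOX2* stood at 35.7, 22.9 and 14.2 CPM in Mock libraries 1, 2 and 3, and at 184, 99.1 and 59.7 CPM in DEX libraries 1, 2 and 3. *MYC2* did not follow this order in DEX (786, 852 and 749 CPM). What caused these differences was not tested.

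If the genes that fell lost activation by ARF proteins, the ARF-binding hexamer TGTCGG should be enriched upstream of them. It was found within 500 bp of 11.2% of 1062 genes that fell and of 8.25% of 16682 genes that did not pass (odds ratio 1.41), rank 6 of 492 hexamers of its GC count. That is the top 1.22%, outside the top 1% asked for beforehand but not beyond the top 5%, the bound that would have spoken against it, so this test left the hypothesis open. A related hexamer, TGTCTC, was in the top 3.28% for genes that fell and had an odds ratio of 0.725 for genes that rose.

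If MYC2-type factors drove part of the rise, the G-box CACGTG should be enriched upstream of genes that rose. It was found upstream of 14.2% of 1225 genes that rose against 10.2% of those that did not pass (odds ratio 1.47), rank 4 of 492, the top 0.813%, within the 1% asked for. This is consistent with the hypothesis, but other G-box-binding factors could give the same enrichment and were not tested.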
